A study of Homo sapiens with 4 samples. Its data were reported in "KSRP specifies monocytic and granulocytic differentiation through regulating miR-129 biogenesis and RUNX1 expression" (2017).

How the data were processed

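THP-1 cells expressing GFP or GFP-KSRP were sorted for GFP by the authors and sequenced as poly(A)-enriched RNA and as small RNA, with 1 library per condition and RNA type. Each library formed a group of its own, taken from its title in the sample labels, so there were 4 groups of 1.

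The mature miRNA values were deposited by the authors in RPM, the reads of a miRNA scaled to a fixed total of reads assigned to known miRNAs. Per the study's methods, the sequencing provider filtered the small RNA reads, removed adapter dimers and matched the rest to miRBase; the aligner, the mismatches allowed and the handling of reads that match several miRNAs were not stated. The unit is not named in the table and was taken from the values, which sum to 999783 in the control and 999736 in GFP-KSRP. The pri-miRNA values were deposited by the authors in FPKM, per hairpin. The methods name read trimming, TopHat alignment to GRCh38 and Cufflinks for RNA sequencing in general, without tying these steps to this table. Both tables also held a ratio column deposited by the authors, which equalled the quotient of the value columns in all 514 and 830 lines, with 1e-05 in place of a control value of 0. The ratio column was not used further. Descriptions in the sample labels pair the tables with the opposite RNA type. The tables were assigned by their content, mature arms to small RNA and hairpins to poly(A) RNA. Several features of this processing bear on the values. A hairpin is short, so few fragments decide its FPKM, and a hairpin inside an exon also collects reads from its host transcript. RPM values are relative, so a change in an abundant miRNA moves all others.

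Reads were recovered from RPM by finding the value of 1 read in each column, 0.909 RPM in the control and 0.751 RPM in GFP-KSRP. With these steps 100% of values came out whole. The totals were 1100343 and 1331551 reads, of which 239 and 352 belonged to no listed miRNA. FPKM values showed no such step, with or without the hairpin length, so the depth of the poly(A) libraries is unknown.

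Ratios were computed as log2((GFP-KSRP + 1)/(GFP control + 1)) in the unit of each table. This scale understates the change of low features. Features were counted at 1.5-fold or more in each direction. Reads of each miRNA were compared with Fisher's exact test, two-sided, against all other miRNA reads, with Benjamini-Hochberg adjustment over the miRNAs with at least 10 reads over both libraries. Folds of reads carry the exact conditional (Clopper-Pearson) 95% interval. The floor for a count of 0 was set at 3 reads. Hairpins and mature miRNAs were paired by name, a mature miRNA with each hairpin that carries its name with or without a copy number. Pairs were counted at 1.3-fold and set against 10000 random pairings of the hairpins' ratios. Lists were set against 10000 random lists of the same size drawn within 10 groups of mean abundance. These percentiles describe the libraries and are not p-values. Single features were also set against the 100 features nearest in mean abundance.

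The comparisons, the tests and most alternatives were fixed before the data were examined: pseudocounts of 0.1 and 10, a minimum of 10 in at least 1 library, thresholds of 1.3-fold and 2-fold, centring on the median, other denominators and filters for the exact test, pairs with a single hairpin, and the list without miR-129. A restriction to features above 0 in both libraries was added afterwards. The features named were the 16 miRNAs listed by the study with their hairpins, miR-940, hairpins and arms of miR-129, let-7a and miR-23b, and in each table the 5 largest rises and 5 largest falls among features at 10 or more in at least 1 library. Other features named in the text were chosen after their values were seen.

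Hairpins were located by gene symbol in GENCODE 44 on GRCh38, the build the study's methods name, although their GENCODE release was an earlier one. Of 830 hairpins, 821 matched: 260 overlapped an exon of a protein-coding or long noncoding gene on the same strand, 426 lay in introns and 135 had no host gene. Hairpin sequences came from the same genome. Mature miRNAs were checked for hairpins that share 18 bases with annotated ribosomal, mitochondrial, small nuclear, small nucleolar or other short RNAs, or with the ribosomal repeat on chromosome 21.

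The statistics were tested on simulated reads for the 514 miRNAs with 200 changed by a fold of 2. At the libraries' depth, 384 miRNAs had enough reads. Of the changed ones among them 64.3% were called in the right direction, and 1.74% of the unchanged ones were called. The 95% intervals held the true ratio in 95.1% of miRNAs, and 100% of reads were recovered from rounded RPM. Simulated reads varied by counting alone, so these rates leave out variation between cultures or library preparations. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used. With 1 library per group, no test across conditions was possible and no gene model was fitted. The level of the KSRP transcript was not analysed here.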

Results

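To ask whether the RNA-binding protein KSRP (KH-type splicing regulatory protein) changes the maturation of microRNAs (miRNAs), the study overexpressed it in THP-1 cells, a human monocytic leukaemia line. Cells received GFP-KSRP or GFP alone as the control, and GFP-positive cells were collected. Poly(A)-enriched RNA was sequenced to measure primary miRNA transcripts (pri-miRNAs), from which the hairpin is later cut. Small RNA was sequenced to measure mature miRNAs, each of which comes from the 5p or the 3p arm of a hairpin. There were 4 libraries in 4 groups of 1: GFP control and GFP-KSRP, each as poly(A) RNA and as small RNA, taken at 48 h. There were no replicates, so the spread between cultures is unknown for each value below and a difference describes these libraries.

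The mature miRNA table listed 514 miRNAs in RPM (reads scaled to a fixed library total). The values in each library were whole multiples of 1 step, which gave the reads back. The GFP control library held 1100343 miRNA reads and the GFP-KSRP library held 1331551. A count of 3 reads corresponded to 2.73 RPM in the control and 2.25 in GFP-KSRP. A single miRNA, miR-92a-3p, took 38.6% of the control reads and 39.0% of the GFP-KSRP reads, and the 10 most abundant took 75.8% and 77.7%. No listed miRNA was at 0 in the control, whereas 19 were at 0 in GFP-KSRP. The list therefore held miRNAs with at least 1 control read, which weighs low-read ratios towards a fall. The pri-miRNA table listed 830 hairpins in FPKM (fragments scaled by hairpin length and library size), with a median of 66.7 in the control and 79.3 in GFP-KSRP. Of these, 80 were listed at 0 in the control and 75 in GFP-KSRP, none in both. The number of fragments behind an FPKM value is unknown, so no interval is given for hairpins.

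The first comparison asked which mature miRNAs were higher or lower in GFP-KSRP. On the scale of log2((GFP-KSRP + 1)/(GFP control + 1)), 54 miRNAs were higher and 115 were lower by 1.5-fold or more. The setting that moved these counts most was a pseudocount of 10, which left 15 higher and 34 lower. The median log2 ratio was -0.08 among the 320 miRNAs at 10 or more RPM in at least 1 library. Centring on that median gave 62 higher and 102 lower. With miRNAs split into 4 equal groups of abundance, 0.5 times the range of log2 ratios from the 16th to the 84th percentile was 0.75 in the lowest group, 0.76 in the second, 0.49 in the third and 0.28 in the highest.

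Among miRNAs at 10 or more RPM in at least 1 library, miR-129-5p had the highest ratio, followed by miR-299-5p, miR-1226-3p, miR-379-3p and miR-376b-3p. miR-299-5p went from 7 to 32 reads, a fold of 3.78 (exact 95% interval 1.64 to 10.1). The folds of miR-1226-3p, miR-379-3p and miR-376b-3p were 3.31, 2.48 and 2.48, with exact 95% intervals of 1.32 to 9.89, 1.13 to 5.99 and 1.02 to 6.90. In Fisher's exact test, miR-379-3p and miR-376b-3p had adjusted p of 0.0651 and 0.115, above the limit of 0.05. The 5 lowest ratios belonged to miR-7641, miR-6087, miR-4532, miR-1973 and miR-4488. miR-7641 went from 31 to 4 reads, which was 10.6% of the control. miR-4488 had the most reads of the 5 and went from 88 to 20 reads, which was 18.8% of the control (exact 95% interval of the fold 0.109 to 0.308).

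Fisher's exact test (two-sided) set the reads of each miRNA against all other miRNA reads. It compares those libraries, not the conditions. Of 384 miRNAs with at least 10 reads over both libraries, 100 had a Benjamini-Hochberg adjusted p under 0.05, of which 30 were higher and 70 lower in GFP-KSRP. The differing miRNAs had a median of 1324 reads over both libraries, and those that did not differ had a median of 56. Of the 100, 56 differed by less than 1.5-fold, so 13 higher and 31 lower miRNAs passed both criteria. The balance of directions rested on the denominator. With the 10 most abundant miRNAs left out of the total, 47 were higher and 43 lower.

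**Figure D1:**
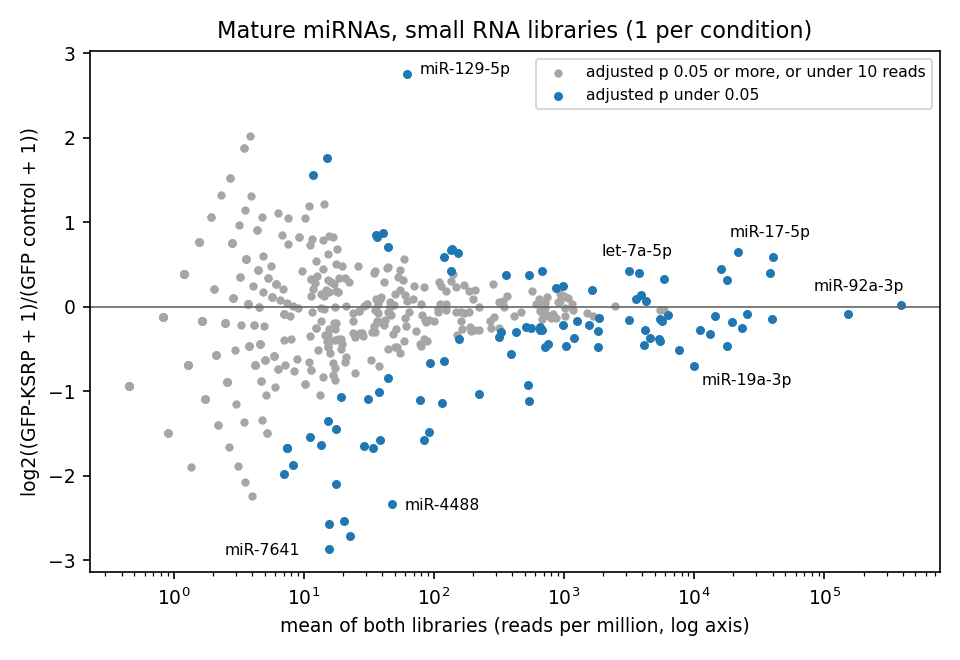
Log2 ratio of each of the 514 mature miRNAs (vertical axis, pseudocount 1) against the mean of the GFP control and GFP-KSRP small RNA libraries in RPM (horizontal log axis); each point is a miRNA and blue points are the 100 with an adjusted p under 0.05 in Fisher's exact test on reads. miR-129-5p stands alone at the top with a log2 ratio of 2.75, and the points lie closest to 0 at high abundance.

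The second comparison asked the same of pri-miRNAs. At 1.5-fold or more, 255 hairpins were higher and 195 lower in GFP-KSRP. Those counts included the 80 hairpins listed at 0 in the control and the 75 listed at 0 in GFP-KSRP. Among the 675 hairpins above 0 in both libraries, a selection made after the data were seen, 175 were higher and 120 lower. The median log2 ratio was 0.16 among the 788 hairpins at 10 FPKM or more in at least 1 library, and centring on it, which shifts all hairpins alike, gave 209 higher and 236 lower. With hairpins split into 4 equal groups of FPKM, 0.5 times the 16th to 84th percentile range of log2 ratios was 3.81 in the lowest group, 1.45 in the second, 0.64 in the third and 0.40 in the highest.

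The 5 hairpins with the largest rise by the same rule, mir-23a, mir-19b-1, mir-29b-2, mir-2116 and mir-548e, were listed at 0 in the control. They stood between 37.4 FPKM (mir-548e) and 108 FPKM (mir-23a) in GFP-KSRP. Of the 5 with the largest fall, mir-3136, mir-4683, mir-6794 and mir-561 were listed at 0 in GFP-KSRP. The remaining one, mir-3960, went from 291 FPKM to 0.0399 FPKM. That end value is far under 9.69 FPKM, the 5th percentile of values above 0 in GFP-KSRP. No fold is given against a value of 0. Of 364 hairpins at 100 FPKM or more in the control, 0 were listed at 0 in GFP-KSRP, and of 378 at 100 FPKM or more in GFP-KSRP, 1 was listed at 0 in the control.

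**Figure D2:**
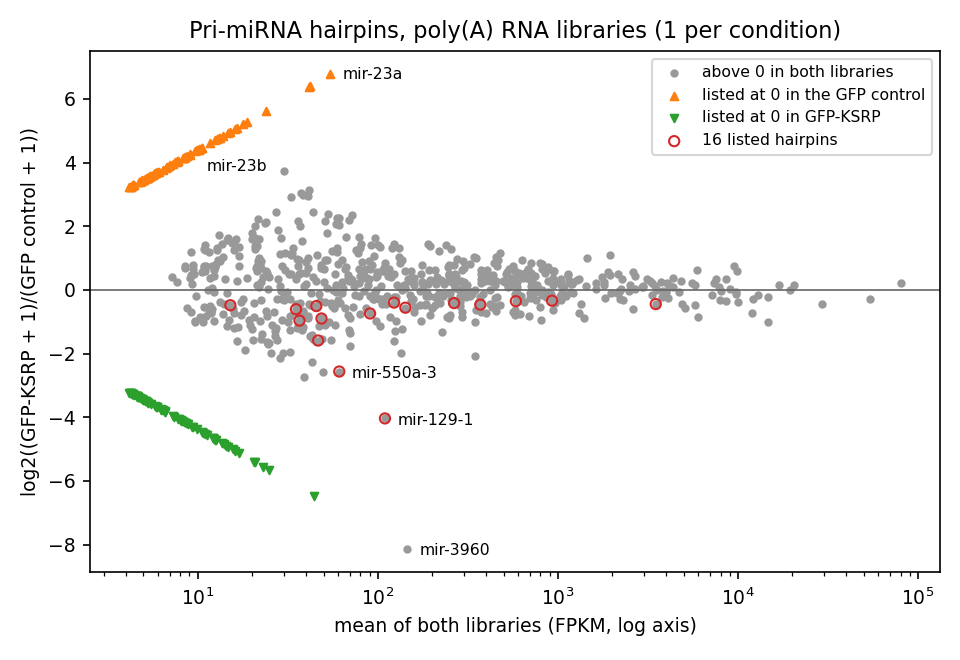
Log2 ratio of each of the 830 hairpins (vertical axis, pseudocount 1) against the mean of the GFP control and GFP-KSRP poly(A) RNA libraries in FPKM (horizontal log axis); triangles are the 80 hairpins listed at 0 in the control (pointing up) and the 75 listed at 0 in GFP-KSRP (pointing down), and red circles are the 16 hairpins listed by the study. All 16 circles lie below 0, and mir-129-1 lies at -4.04.

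A protein that promotes processing would lower the pri-miRNA and raise the mature miRNA, and the third comparison counted such pairs. By name, 286 mature miRNAs matched 208 hairpins in 307 pairs. In 22 pairs the hairpin was 1.3-fold or more lower and the mature miRNA 1.3-fold or more higher. The opposite changes, at the same threshold, were found in 34 pairs. Pairing the hairpins' ratios at random 10000 times gave a mean of 20.9 pairs of the first kind (95% of pairings between 14 and 27) and 37.1 of the second kind (29 to 45). Both observed counts lay inside these ranges. The counts changed most when any change was accepted, which gave 60 pairs of the first kind and 102 of the second. With the log2 ratios of each table centred on their median, the counts were 25 and 27. These also lay inside the central 95% of random pairings, 22 to 36 and 21 to 35. Of the 22 pairs, 9 had a hairpin listed at 0 in GFP-KSRP or in the control, 9 had fewer than 10 mature reads over both libraries, and 7 had a mature miRNA with an adjusted p under 0.05 in Fisher's exact test. Of the 34 pairs, 15 had a hairpin listed at 0 in 1 of the libraries, 14 had fewer than 10 mature reads over both libraries, and 10 had a mature miRNA with an adjusted p under 0.05 in that test.

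Across the 307 pairs, which are not independent replicates, Spearman's rho between the log2 ratios of hairpins and mature miRNAs was -0.0254. That lay at percentile 32.9 of the random pairings, whose central 95% ran from -0.116 to 0.119. The sign of rho changed with the setting. Among the 191 pairs with both members at 10 or more in at least 1 library, rho was 0.0962, at percentile 89.5 of its random pairings.

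**Figure D3:**
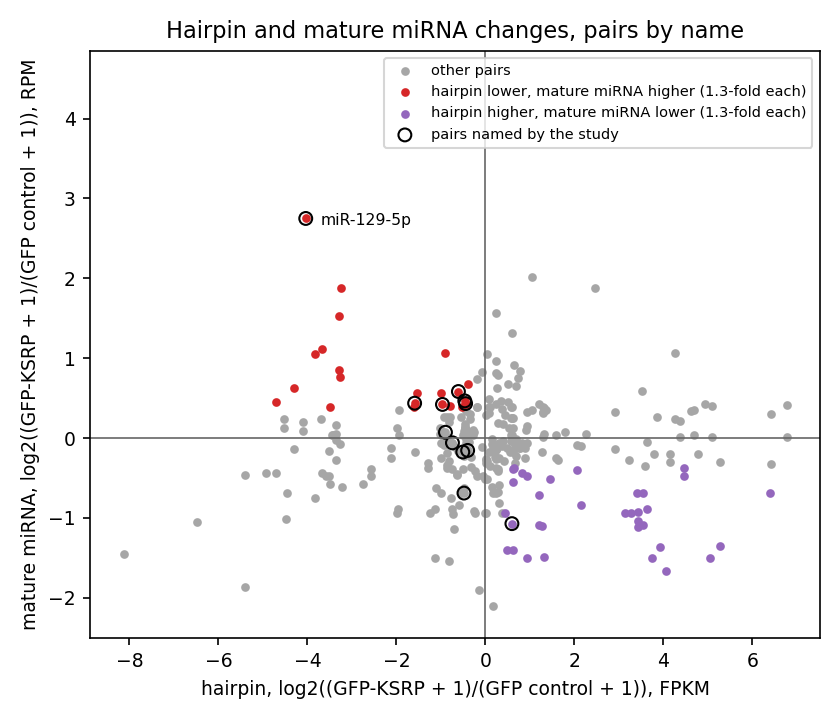
Log2 ratio of the mature miRNA (vertical axis, from RPM) against that of its hairpin (horizontal axis, from FPKM) for 307 pairs made by name, pseudocount 1; red points are the 22 pairs with a lower hairpin and a higher mature miRNA, purple points the 34 pairs with the opposite changes, and black circles the pairs the study named. Points fill all quadrants, and miR-129-5p is the highest point, at 2.75 on the vertical axis and -4.04 on the horizontal axis.

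The study listed 16 miRNAs whose processing was promoted. They were chosen on these libraries, so their values are not independent evidence. All 16 hairpins had values and all 16 were lower in GFP-KSRP, from 5.63% of the control (mir-129-1) to 79.0% (mir-548ar). Of these, 14 fell by 1.3-fold or more and 7 by 1.5-fold or more. Their median log2 ratio was -0.53, at percentile 0.310 of 10000 random lists matched on mean FPKM, and -0.69 after centring. Without mir-129-1 it was -0.51, at percentile 0.675. Taken singly, 2 of the 16 hairpins, mir-129-1 and mir-550a-3, lay outside the central 95% of the 100 hairpins nearest in mean FPKM.

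Of the 16 mature miRNAs, 11 had values. miR-30b-3p, miR-33b-3p, miR-548ar-5p, miR-550a-3-5p and miR-98-5p had no values under these names. Arms named miR-550a-5p and miR-550a-3p, which pair by name with the listed hairpin mir-550a-3, had values but were not counted among the 11. Both were lower, with log2 ratios of -0.39 and -0.48 and adjusted p of 0.185 and 0.191 in Fisher's exact test. The median log2 ratio of the 11 was 0.42, at percentile 99.9 of matched random lists. Without miR-129-5p it was 0.25, at percentile 98.6. By 1.3-fold or more, 6 were higher: let-7d-3p, miR-125a-3p, miR-129-5p, miR-140-5p, miR-615-3p and miR-941. Of the 11, 4 stood below the control, and among these miR-221-5p was lower by 1.3-fold or more, at 57.9% of the control with 10 and 7 reads. In Fisher's exact test 4 were higher with an adjusted p under 0.05 over all miRNAs tested (miR-129-5p, miR-140-5p, miR-192-3p and miR-941), and 2 were lower (miR-148a-5p and miR-16-1-3p). Adjusted over the list alone, 4 were higher and 2 lower as well. Some of these calls depended on the setting. With no minimum of reads miR-192-3p had an adjusted p of 0.0589 in the exact test. With the 10 most abundant miRNAs left out of the total it had 5.25e-13 in that test. miR-148a-5p and miR-16-1-3p then had 0.893 and 0.428. miR-140-5p went from 105 to 191 reads, a fold of 1.5 (exact 95% interval 1.18 to 1.93). miR-941 went from 2981 to 4831 reads, a fold of 1.34 (1.28 to 1.40). Its listed hairpin, mir-941-5, fell from 48.9 to 24.6 FPKM, whereas its other copies in the table rose, mir-941-3 from 5.18 to 13.1 FPKM and mir-941-4 from a listed 0 to 29.4 FPKM. These copies have the same hairpin sequence in GRCh38, all in exons of DNAJC5 on chromosome 20, so the value of each single copy is uncertain. miR-192-3p rose by a fold of 1.05 (1.01 to 1.09). miR-148a-5p stood at 89.8% of the control and miR-16-1-3p at 88.6%. let-7d-3p, with 4 and 7 reads, and miR-125a-3p, miR-221-5p and miR-615-3p did not differ detectably at this depth. The arm in a name is uncertain in this table, since 5 of 17 pairs of lettered paralogs with a dominant arm had opposite dominant arms. This matters where the arms of a listed hairpin moved apart. For miR-140 the log2 ratios of read shares were 0.59 (5p) and -0.16 (3p), and for miR-148a they were -0.15 (5p) and 0.68 (3p). The unlisted arms, miR-140-3p and miR-148a-3p, had adjusted p of 0.0082 and 0.00020 in Fisher's exact test. Both arms of miR-125a rose and both arms of miR-550a fell.

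miR-940 was the miRNA the study listed as inhibited. Its hairpin, in an exon of MIR3677HG on chromosome 16, rose from 121 to 184 FPKM, at percentile 79.0 of the 100 hairpins nearest in mean FPKM. Mature miR-940 went from 29 to 16 reads, a fold of 0.456 (exact 95% interval 0.231 to 0.868), with an adjusted p of 0.0432 in Fisher's exact test. The alternatives of that exact test gave 0.0579 with no minimum of reads and 0.0953 without the 10 most abundant miRNAs in the total, so the call was not kept.

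miR-129 was the miRNA the study followed up. In the GRCh38 annotation, the mir-129-1 hairpin lies on chromosome 7 from 128207872 to 128207943 on the plus strand, in an intron of the long noncoding RNA gene ENSG00000292309. Its genomic sequence is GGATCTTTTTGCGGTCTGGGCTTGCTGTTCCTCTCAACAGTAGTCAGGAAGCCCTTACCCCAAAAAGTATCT. The second locus, mir-129-2, lies on chromosome 11 from 43581394 to 43581483, and its pri-miRNA was not analysed here. The mir-129-1 hairpin had 208 FPKM in the control and 11.7 FPKM in GFP-KSRP, a log2 ratio of -4.04. Only mir-3960 and mir-3199-1 fell more among the 675 hairpins above 0 in both libraries. Those hairpins ended far lower, at 0.0399 and 0.000551 FPKM in GFP-KSRP. The 5th percentile of values above 0 in that library was 9.69 FPKM. The GFP-KSRP value of mir-129-1 also stood near the low end of that library, where 77 of the 755 hairpins above 0 were at or below it. Mature miR-129-5p, which both loci can produce, went from 17 reads to 146 reads. That was a fold of 7.10 (exact 95% interval 4.28 to 12.5), with an adjusted p of 1.12e-20 in Fisher's exact test. miR-129-2-3p, from the other arm of the chromosome 11 hairpin, went from 7 to 19 reads, a fold of 2.24 (exact 95% interval 0.903 to 6.31). That interval holds 1, so a change was not detectable at this depth. Intervals here cover counting error alone.

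let-7a and miR-23b served the study as transcripts that KSRP does or does not bind. Among let-7a hairpins, let-7a-3 had values. It lies on chromosome 22 in an exon of the long noncoding RNA gene MIRLET7BHG, was listed at 0 in the control and stood at 33.3 FPKM in GFP-KSRP. The mir-23b hairpin, in an intron of AOPEP on chromosome 9, was listed at 0 in the control and stood at 18.1 FPKM in GFP-KSRP. Mature let-7a-5p went from 3567 to 5694 reads, a fold of 1.32 (exact 95% interval 1.26 to 1.38), with an adjusted p of 5.73e-38 in Fisher's exact test. let-7a-3p went from 32 to 39 reads, a fold of 1.01 (0.615 to 1.66). miR-23b-3p, with 211 reads in GFP-KSRP, had a fold of 1.18 (0.95 to 1.46), a difference within counting error.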

Values the study reported

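The study reported 16 miRNAs whose processing was promoted by KSRP and 1 whose processing was inhibited. By quantitative PCR, most of the 16 had a lower pri-miRNA and a higher mature miRNA when KSRP was overexpressed. The study named miR-140, miR-33b and miR-941 as the exceptions. For the others it reported the reverse pattern when KSRP was knocked down.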

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

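With 1 library per group there was no replicate to leave out. No paired analysis was possible because each group held 1 library.

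A pseudocount of 10 left 15 mature miRNAs higher and 34 lower, 11 pairs with a lower hairpin and a higher mature miRNA, and 15 pairs with the opposite changes. It also lowered the listed mature miRNAs' median log2 ratio to 0.16 and brought mir-129-1 to -3.33. A minimum of 10 in at least 1 library left 25 higher and 49 lower mature miRNAs, and 10 and 12 pairs of the kinds named above. By construction, these settings damp or remove low values. At 1.3-fold 93 mature miRNAs were higher and 161 lower. At 2-fold 19 were higher and 49 lower, and 167 hairpins were higher and 132 lower. A pair threshold of 1.5-fold left 9 pairs with a higher mature miRNA and 23 with a lower one, and accepting any change gave 60 and 102.

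Features above 0 in both libraries, chosen after seeing the data, gave 120 lower hairpins and 13 and 15 pairs. Spearman's rho across pairs changed sign to 0.0143 with a pseudocount of 10, to 0.0962 with the minimum of 10 and to 0.0754 with features above 0. Each of these values lay inside the central 95% of its random pairings, so the sign carries no weight.

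Leaving the 10 most abundant miRNAs out of the total changed the exact test to 47 higher and 43 lower. That share of higher calls followed the denominator, because the abundant miRNAs took a larger share of the GFP-KSRP reads. Adding a 1.5-fold minimum left 13 and 31. Without miR-129 the listed mature miRNAs had a median log2 ratio of 0.25. Centring moved let-7a-5p to 0.48 and miR-29c-5p to 0.0235, a reversal of a ratio whose exact interval holds 1; for the other changes above the cause was not tested.

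Without those 10 miRNAs in the total, miR-29c-5p also changed sides in the exact test, with an adjusted p of 0.91.

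Of 89 values recomputed for the comparisons, 60 stayed within the limit set for them. Of 175 values recomputed for other named miRNAs and hairpins, 157 stayed within theirs, 10 moved, 5 lost a call in the exact test, 1 gained one and 2 changed direction. The unknown depth of the poly(A) libraries limits each statement on a single hairpin, and the 19 miRNAs at 0 in GFP-KSRP limit the counts of lower mature miRNAs.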

Other observations

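Tests of the arms of 1 hairpin, of miR-129-5p, of the chromosome 14 cluster and of fragments of other RNAs were chosen after the values were seen. The tests of arm names, neighbouring hairpins, exons, mir-129-1 and G triplets were set down before. No biological explanation can be separated from the difference between single libraries here.

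Over all pairs, 22 had a lower hairpin and a higher mature miRNA, and 34 had the opposite changes. After centring on the median the counts were 25 and 27, so the balance between them rested on the scaling. At both settings the count of opposite changes is higher than the number of inhibited miRNAs quoted from the study above. However, these are pairs at 1.3-fold, in which a hairpin can count more than once, and no p-value was required. In Fisher's exact test, 10 of the 34 pairs and 7 of the 22 had a mature miRNA with an adjusted p under 0.05. The pair counts therefore cannot be set directly against the study's selection. Within the study's own list the counts are of another kind. Of the 16 miRNAs listed as promoted, 11 had values in both tables, and 6 of these 11 met the 1.3-fold criterion in both, while miR-940 met the opposite one. For miR-941 this holds for the listed hairpin, mir-941-5, whereas its copies mir-941-3 and mir-941-4 were higher in GFP-KSRP. Both miR-140 and miR-941, which are among the 6, were exceptions in the study's quantitative PCR. The 6 are fewer than the promoted miRNAs quoted from the study above. However, 5 listed mature miRNAs had no values under their listed names and so were not counted. Arms named miR-550a-5p and miR-550a-3p pair with the listed hairpin mir-550a-3. Both were lower in GFP-KSRP, and neither had an adjusted p under 0.05 in the exact test.

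The miRNAs with the largest falls include some whose sequences also occur in other RNAs. The hairpins of miR-1973 and miR-4488 share 18 bases with mitochondrial MT-RNR2 and with the ribosomal repeat, respectively. For miR-7641, miR-6087 and miR-4532 no hairpin gene was annotated. With the 5 named falls left out, 6 further miRNAs share 18 bases with ribosomal or mitochondrial RNA, and their median log2 ratio was -1.05, at percentile 0.170 of matched random lists. Of these 6, miR-4284 (56 to 33 reads), miR-7704 (47 to 26), miR-4485-5p (64 to 25) and miR-3648 (13 to 4) were lower, and miR-6724-5p (3 to 8) and miR-1268b (33 to 54) were higher with exact intervals that hold 1. miR-1268b also shares 18 bases with another short RNA and was counted with the ribosomal group. The 13 miRNAs that share 18 bases with small nuclear, small nucleolar or other short RNAs and not with ribosomal or mitochondrial RNA stood at percentile 64.4, with members on both sides of 0, which decides nothing for them. A candidate explanation is that the GFP control library held more degraded ribosomal and mitochondrial RNA, so that these falls may say little about miRNA processing. A change of such fragments caused by KSRP stays open.

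Arm names differ between paralogs. Among 17 pairs of lettered paralogs with at least 50 reads and a dominant arm of at least 4 times the other, 5 pairs, or 29.4%, had opposite dominant arms, and 10 of the 12 others were let-7 pairs. For example, miR-148a had 7568 reads as 5p and 338 as 3p, while miR-148b had 542 and 3608. Exchanged arm names for some miRNAs are consistent with this. True differences in arm use between paralogs stay open, since the table gives no sequences.

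In 38 hairpins with at least 100 reads in each arm, the log2 ratios of the arms differed by a root mean square of 0.40, which is 2.08 times what counting gives, and 13 hairpins differed by over 2 counting standard deviations. This argues against counting noise as the whole source of the difference. Across these hairpins the arms' ratios went together, with a Spearman's rho of 0.463 against -0.313 to 0.322 in random pairings, in line with a change that precedes the separation of the arms. In 10 of the 38 hairpins, however, the arms moved in opposite directions. In the miR-17 to miR-92a cluster, miR-17-5p rose by a fold of 1.57 and miR-20a-5p by 1.51, but the other arms of these hairpins, miR-17-3p and miR-20a-3p, stood at folds of 0.859 and 0.841. miR-19a-3p, miR-19a-5p and miR-19b-3p stood at 0.612, 0.72 and 0.799. The remaining 5 members lay between a fold of 0.975 (miR-18a-5p) and 1.23 (miR-19b-1-5p). A divergence of whole hairpins is therefore not shown for miR-17 and miR-20a. These came from 1 library per condition, miR-19b and miR-92a also have another locus, and centring on the median of -0.08 moves miR-18a-5p and miR-92a-1-5p to the other side of 1.

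The rise of miR-129-5p has an exact interval that starts at a fold of 4.28, which argues against counting noise. Its log2 ratio of read shares was 7.07 times the root mean square difference between arms of 1 hairpin. Variation between cultures or library preparations cannot be told apart from an effect of KSRP, because there was 1 library per condition and miR-129 was picked by its values. The fall of the mir-129-1 hairpin lay at percentile 1.00 of the 100 hairpins nearest in FPKM, and 42 of the 830 hairpins lay outside their own central 95%. That count is about what such a range leaves outside by construction, so it does not bear on the cause of this fall. Ratios set by few fragments cannot be told apart from a true fall for this hairpin, since its fragments are unknown.

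Hairpin ratios behaved like values with few fragments at low FPKM. Among 28 pairs of hairpins within 10000 bp on the same strand with a mean under 50 FPKM for the lower one, Spearman's rho between their log2 ratios was -0.189, although neighbours can share a primary transcript. Among the 26 pairs at 50 FPKM or more it was 0.394, with 0.387 as the upper end of the central 95% of random pairings. Low fragment numbers are a possible explanation for much of the scatter under 50 FPKM. Hairpins in exons had a median of 243 FPKM and hairpins in introns 48.5 FPKM, a ratio of 5.0, where the central 95% of random labels ended at 1.58. In exons FPKM may therefore reflect the host transcript as much as the pri-miRNA. For example, let-7d lies in an exon of MIRLET7A1HG and had 4032 FPKM in the control.

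KSRP is reported to bind G-rich terminal loops, so hairpins were split by a GGG in their middle 20 bases. The 238 hairpins with GGG had a median log2 ratio of 0.22 and the 583 without had 0.11. The first lay at percentile 90.1 of matched random lists, on the side opposite to increased processing. The 64 mature miRNAs of such hairpins lay at percentile 76.2, inside the range of random lists. Neither table showed a shift that could be tied to G triplets, and the middle of a hairpin is a rough stand-in for its loop.

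Of the 25 miRNAs with the highest ratios, 6 came from the chromosome 14 cluster between MIR493 and MIR656. Over the 62 mature miRNAs of that cluster, however, 35 were higher, and the pooled fold was 1.04 (exact 95% interval 1.01 to 1.07). Without miR-127-3p, which held 46.1% of the cluster's control reads, it was 1.02 (0.982 to 1.06). These folds are relative to all miRNA reads, most of which belong to a few abundant miRNAs. The cluster's median log2 ratio was 0.05, at percentile 98.6 of random lists matched on abundance, and the median of these lists corresponds to a fold of 0.941. The cluster thus stood higher against miRNAs of similar abundance than against the total. It was picked because some members had high ratios, so sampling noise and scaling cannot be told apart from a rise of the whole cluster.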
